A study of Homo sapiens with 89 samples. Its data were reported in "Cell Cycle Gene Networks Are Associated with Melanoma Prognosis" (2012).

How the data were processed

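RNA from MCF-7 cells, an oestrogen receptor-positive human breast cancer line, was hybridised to U133 Plus 2.0 oligonucleotide arrays from Affymetrix. The series holds 89 arrays. Cells were transfected with 100 nM siRNA (short duplexes that direct the destruction of a matching transcript) and harvested after 48 h. The arrays were grouped by the target named in their titles, which gave 78 targets, the non-targeting siCONTROL siRNA and untreated cells, 80 groups in all. The title of the siWT1 array names WT1 while its label for the targeted gene reads none. It was grouped by its title, and without it there would be 77 targets. In 73 groups there was 1 array. The other 7 groups held 16 arrays: 3 each for siCONTROL and siNFKB1, and 2 each for untreated, siESR1, siPAX3, siPOLR2A and siTEL2. Numbered arrays of a group may be technical replicates, since the labels do not say whether they are separate cultures. Their number limits the precision of every comparison.

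The deposited values are log2 expression values that the authors made with RMA (robust multichip averaging), which corrects background, quantile-normalises the arrays and summarises each probe set. Its version is not stated. The study's methods mention a scaling of probe sets by batch, and the labels do not say whether the deposited values carry it. The table held 54675 probe sets with no missing value, from 2.53 to 15.0, and array medians lay between 4.87 and 5.06. The 62 probe sets for Affymetrix controls were left out, and 54613 were tested. A single gene symbol was given for 41091 probe sets, several for 1801 and none for 11721. Analyses of genes used 1 probe set per gene, the one with the highest mean over the arrays, for 19775 genes. Probe sets whose median was at least 1.5 times that of the 3' BioB control on the linear scale (log2 8.54 or more) were called bright, and there were 7142 of them.

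The labels give no batch. The bacterial spike-in probe sets, which report labelling and hybridisation and no human transcript, split the arrays into 3 technical sets together with the 3' to 5' ratios of actin and GAPDH: set A with 24 arrays, set B with 13 and set C with 52. The first component of the spike-ins held 86.8% of their variance. Mean log2 actin ratios were 1.10, 0.35 and 0.88 in sets A, B and C. Differences between the sets held 31.6% of the variance of the tested probe sets. The replicate arrays of every group lay in different sets: siCONTROL and siNFKB1 had 1 array in each set, untreated had 1 in A and 1 in B, siPOLR2A and siTEL2 in A and C, and siESR1 and siPAX3 in B and C.

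Each replicated group was compared with siCONTROL, and siCONTROL with untreated, by limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), fitted to the 16 arrays so that all groups shared an estimate of the spread. Benjamini-Hochberg adjusted p under 0.05 was the threshold. Whether each gene's groups overlapped was recorded beside the test. The shares that chance gives for this treat all arrays as exchangeable and take no account of the technical sets. The test was checked on simulated data with the arrays' own spread and independent noise, in which 200 probe sets were shifted by 1 log2 unit and 200 by 2. It called between 62.5% and 75.5% of the former and between 96.0% and 97.0% of the latter, and made 0 calls in data where nothing was shifted. In the data with shifts, it also called between 14 and 26 probe sets that had not been shifted. The adjusted threshold is easier to pass when many probe sets are shifted, so these shares do not hold for comparisons with few changes. In siCONTROL vs untreated, for example, ABCG1 at log2 1.84 had an adjusted p of 0.263 by limma. A count of 0 is therefore no sign that nothing changed.

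Gene lists were tested per comparison with limma's camera at a preset correlation between genes of 0.01, with adjustment over the 24 lists. Camera with an estimated correlation and the rotation test fry were run beside it. The lists cover estrogen response, luminal epithelial identity, G1/S and DNA replication, G2/M and mitosis, the A375 cell cycle hubs named in the study, DNA repair, p53 targets, apoptosis machinery, interferon response, NF-kB targets, hypoxia response, MYC and nucleolar genes, ribosomal proteins, RNA polymerase II subunits, unfolded protein and amino acid stress, heat shock, cholesterol synthesis, oxidative phosphorylation, AP-1 and immediate early genes, Wnt targets, small RNA machinery, basal and mesenchymal markers, fibroblast markers and leukocyte markers. The lists, comparisons, tests and most alternatives were fixed before the data were examined. The technical sets, and every alternative that uses them, were added afterwards.

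Whether arrays with the same number pair across groups was checked on their deviations from the group mean. Between siNFKB1 and siCONTROL these correlated across genes at 0.72, 0.51 and 0.56 for numbers 1, 2 and 3, arrays that also share a technical set. Over all pairs of arrays from different replicated groups, the median was 0.46 where number and set were both shared. It was 0.19 with the set alone shared, 0.017 with the number alone and -0.32 with neither. Genes are not independent replicates in such correlations. The replicate number as a block and the technical set as a block were therefore both run as alternatives.

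Knockdown was the log2 difference of the target's probe set in its own array or mean of arrays from its median over all other arrays. The mean over targets was tested by permuting 100000 times which array went with which target, one-sided towards lower. Of the 78 labels, 75 matched 1 gene, 2 of these by an older symbol. The labels TEL2, PIAS and CDC2 fit several genes. For 8 targets no probe set carried the symbol, and 67 were measured.

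Co-expression of a list was the share of its gene pairs with an absolute Spearman correlation of at least 0.5 over the 89 arrays, set against 10000 random lists of the same size matched on mean expression. Correlated probe set pairs were counted at an absolute Spearman correlation of at least 0.8. For single arrays, the median log2 difference of a list from the median of all other arrays was placed among 10000 matched random lists, for 53 pairs of target and list. No test was applied to single arrays. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1 was used.

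The genes named below follow a rule: the target of each comparison; genes past the threshold with groups that do not overlap, up to 10 in each direction, or the 5 with the smallest p where fewer than 5 qualify; the 4 members with the largest change of each list called or linked to the target; the 8 strongest and 5 weakest knockdowns; the 3 closest pairs of each co-expressed list; and the 4 members with the largest change of single-array lists below the 1st or above the 99th percentile. Genes named from alternatives with a technical set were chosen after their values were seen.

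The alternatives changed the brightness filter, normalisation, variance prior, array weights, technical covariate, block, reference group, samples in the fit and threshold. They also changed the probe set per gene, the correlation measure and the arrays used, and left out each replicate in turn. A fit that leaves 1 array in a group assumes that it varies like the other groups.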

Results

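The MCF-7 arrays covered 78 siRNA targets, among them transcription factors, cell cycle proteins and signalling kinases. There were 73 targets with 1 array and 5 with 2 or 3, beside 3 siCONTROL and 2 untreated arrays. Expression profiles correlated between 0.966 and 0.997 over all pairs of arrays. Components 1 and 2 of all tested probe sets held 24.0% and 12.4% of the variance. The 3 technical sets of arrays, defined from spike-ins, held 24, 13 and 52 arrays. Every replicated group was split between sets, so values within each set are given beside the results. Genes named from comparisons with the single-target arrays or with the technical set as a block, and list members named because they passed adjusted over the list alone, were chosen after their values were seen.

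The targeted transcripts themselves were examined first. NMI, an interferon-inducible partner of MYC family proteins, was reduced most, to 20.7% of its median on the other arrays (log2 -2.27). HOXB7, a homeobox transcription factor, was at -1.58, SP100, a nuclear body protein, at -1.49 and ATR, a kinase that responds to stalled replication forks, at -1.43. The receptor kinase ERBB2 stood at -1.30 on the log2 scale, HIF1A, the oxygen-regulated subunit of hypoxia-inducible factor, at -1.27, the kinase AKT1 at -1.21 and the MYC partner MAX at -1.03. Against the other arrays of the same technical set, HOXB7 was at -1.05 and SP100 at -0.76. The mean over the 67 measured targets was -0.68 (SE 0.0518), with 64 lower and 3 higher. The one-sided permutation p was 1e-05, the smallest that the permutations can give. The mean was -0.67 against the same technical set. A reduction of at least 2-fold was seen for 9 targets, 5 of the 36 bright targets and 4 of the 31 dim ones. The array of the target had its lowest value among all target arrays for 40 of the 67 targets, and for 50 when compared within technical sets. At the other end, the arrays labelled siCDKN2A were at 0.27 for CDKN2A, those labelled siFOXJ2 at 0.17 for FOXJ2, siPAX3 at 0.058 for PAX3, siPOLR2A at -0.0076 for POLR2A and siCENPE at -0.022 for CENPE. Within its technical set CENPE was at -0.43. The probe sets of CDKN2A (median level 6.38), FOXJ2 (7.84), PAX3 (4.96) and CENPE (7.71) were dim, and that of POLR2A (8.90) was bright. The 3 targets counted as higher were thus all dim. Of the labels that fit several genes, the siPIAS array had PIAS1 at -0.93, the siCDC2 array had CDK1 at -0.65, and the siTEL2 arrays had ETV7 at -0.17 and TELO2 at 0.0032. The median levels of ETV7 (5.94) and TELO2 (7.57) lay below the brightness threshold of 8.54.

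**Figure D1:**
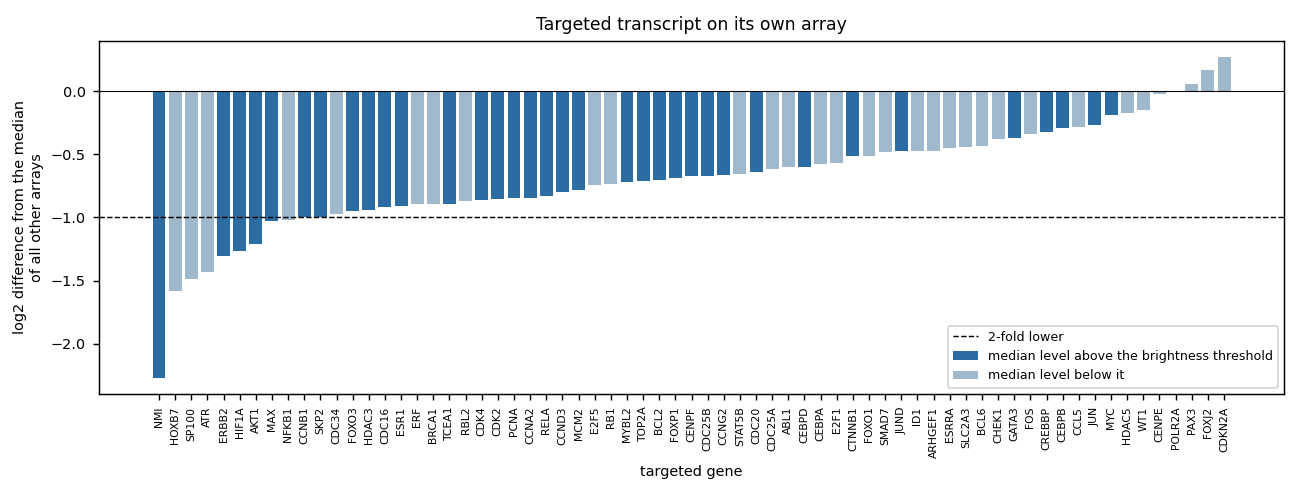
Bars give the log2 difference of each of the 67 measured targets on its own array from the median of all other arrays, dark where the median level is above the brightness threshold, with a line at 2-fold lower. NMI is lowest at -2.27, and 9 bars reach the line.

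In siTEL2 vs siCONTROL (2 and 3 arrays), 5 probe sets passed, and 0 without array 1 of siTEL2. OASL, an antiviral oligoadenylate synthetase-like protein, rose 3.39-fold (log2 1.76 ± 0.20 SE, adjusted p = 0.0244 by limma). CCL5, a chemokine that attracts T cells, rose 2.63-fold (1.39 ± 0.17, adjusted p = 0.0257), and SAMHD1, which lowers the nucleotide supply of viruses, rose 2.65-fold (1.41 ± 0.19, adjusted p = 0.0390). GBP1, an interferon-induced GTPase, was at 1.87 ± 0.26 and the RNA exonuclease ISG20 at 1.80 ± 0.26. Their adjusted p of 0.0511 and 0.0586 did not pass for these probe sets, although a second probe set of GBP1 did (2.31, adjusted p = 0.0244). The 5 probe sets that passed were of 4 genes, all higher, including 2 of SAMHD1, out of 1108 with unadjusted p under 0.05. The groups did not overlap for 3238 of 19775 genes (16.4%, against 20% by chance), among them OASL, CCL5 and SAMHD1, the 3 genes whose representative probe set passed.

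The 33 measured interferon response genes rose as a list in siTEL2 vs siCONTROL, with a median of 1.89 and 33 of 33 members higher (adjusted p = 7.46e-55 at the preset correlation). With an estimated correlation the adjusted p was 0.0619, and with fry 0.126; over all alternatives it ran from 5.71e-78 to 0.126. Adjusted over the list alone, 26 members passed, against 1 (OASL) over all genes tested. The largest changes were in OAS2, which activates RNA cleavage by RNase L (4.14 ± 1.04, 17.6-fold), CMPK2, a mitochondrial nucleotide kinase (3.63 ± 1.03), IFIT3, an antiviral tetratricopeptide protein (3.62 ± 1.00), and XAF1, an apoptosis regulator (3.09 ± 0.93). None of these 4 passed over all genes. The list median was 1.04 in technical set A (33 of 33 higher) and 1.97 in set C (31 of 33 higher). Across arrays, the list reached 2.11 above the median of all others on the siTEL2 array of set A, where the next highest was siCDC2 at 2.03. On the siTEL2 array of set C it reached 1.45, where the highest was siRBL2 at 2.04.

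**Figure D2:**
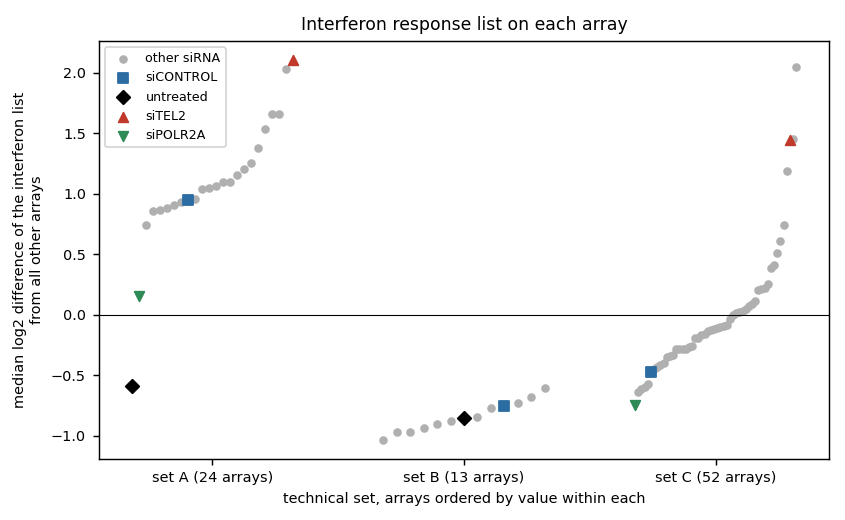
Points give the median log2 difference of the interferon response list on each of the 89 arrays from all other arrays, in the 3 technical sets, with siTEL2, siPOLR2A, siCONTROL and untreated marked. The siTEL2 array of set A is highest at 2.11, and siPOLR2A is the lowest transfected array of set A (0.15) and of set C (-0.75).

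NF-kB targets also rose in siTEL2 vs siCONTROL (20 members, median 0.067, 14 higher, adjusted p = 0.00219). With an estimated correlation the adjusted p was 0.0619, within a range of 9.09e-05 to 0.145 over the alternatives, and the median was 0.16 in technical set A and -0.075 in set C. The call ended without array 1 of siCONTROL (adjusted p = 0.0806). Adjusted over the list alone 3 members passed, CCL5, IRF1 and TNFAIP3, against 1 over all genes tested. Of these CCL5 and IRF1, a transcription factor, are also known interferon targets. IRF1 was at 1.00 ± 0.19, TNFAIP3, an inhibitor of NF-kB signalling, at 0.79 ± 0.23 and the chemokine CXCL10 at 0.52 ± 0.24. AP-1 and immediate early genes rose by a median of 0.18 (17 of 21 higher, adjusted p = 0.00734; 0.0835 as adjusted p with an estimated correlation, range 0.00203 to 0.310), with a median of 0.20 in set A and 0.084 in set C. Their largest members were the phosphatase DUSP5 (0.50 ± 0.29), the growth factor-induced EGR1 (0.37 ± 0.27), the stress factor ATF3 (0.35 ± 0.21) and the kinase pathway inhibitor SPRY2 (0.29 ± 0.27). Ribosomal proteins fell by a median of 0.079, with 26 of 29 members lower (adjusted p = 0.000809; 0.826 as adjusted p with an estimated correlation, range 1.67e-07 to 0.826), led by RPL3 at -0.36 ± 0.22, RPS6 at -0.25 ± 0.13, RPL14 at -0.22 ± 0.17 and RPS9 at -0.21 ± 0.19. Their medians were -0.089 in set A and -0.020 in set C. Without array 1 of siTEL2 the AP-1 and ribosomal calls ended (adjusted p = 0.197 and 0.294). No member of the AP-1 or ribosomal list passed alone, over all genes tested or adjusted over the list alone.

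With the technical set as a block, 56 probe sets rose and 0 fell in siTEL2 vs siCONTROL. They included those of ISG20 (1.69, adjusted p = 0.000309), GBP1 (1.75), CCL5 (1.42), IFIT2 (2.75), the immunoproteasome subunit PSMB9 (2.62), the antiviral GTPase MX2 (2.35), IFNL2, an interferon lambda (1.77), and OAS2 (3.70, adjusted p = 0.0119). Against the single-target arrays with the same block, 259 probe sets changed, 134 higher and 125 lower. Among the genes lower there were LYRM1 (-0.74), the adenylate kinase AK4 (-0.88), ARL1, a Golgi GTPase (-0.52), and JAK1, a kinase of interferon receptors (-0.51). Among those higher were HCP5 (1.24) and HLA-E (0.70), both of the MHC region. The count over the 16 arrays was 0 without array 1 of siTEL2, and also 0 without array 2 or array 3 of siCONTROL, and 13 without array 1 of siCONTROL. It was 33 with the replicate number as a block.

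The siESR1 arrays were compared with siCONTROL to ask what follows loss of oestrogen receptor alpha. ESR1 itself stood at -0.87 ± 0.29 (SE; 2 and 3 arrays), with mean levels of 9.72 and 10.6, at -0.60 in technical set B and -0.70 in set C. Its unadjusted p of 0.00944 did not survive adjustment. Against the single-target arrays with the technical set as a block, ESR1 fell by 0.59 (adjusted p = 0.00967). These values are of 1 probe set. Against the median of all other arrays it was at -0.91, while the mean over the 9 probe sets of ESR1 was at -0.12. Cell cycle genes lay lower in siESR1 vs siCONTROL. G2/M and mitosis genes fell by a median of 0.35, with 37 of 39 members lower (adjusted p = 2.33e-22; 0.328 as adjusted p with an estimated correlation, range 2.86e-22 to 0.959), and at -0.27 in set B and -0.35 in set C. Their largest members were the phosphatase CDC25C, which triggers mitotic entry (-0.63 ± 0.23), the chromosome passenger kinase AURKB (-0.58 ± 0.19), the mitotic transcription factor FOXM1 (-0.58 ± 0.30) and the kinetochore motor CENPE (-0.54 ± 0.25). Part of this difference lay in siCONTROL. Against the other arrays of their set, the G2/M median was -0.18 in set B and -0.26 in set C for siESR1. It was 0.11 and 0.15 for the siCONTROL arrays of these sets. G1/S and DNA replication genes fell by a median of 0.20, with 35 of 40 lower (adjusted p = 4.19e-07; 0.841 as adjusted p with an estimated correlation, range 1.80e-10 to 0.967), at -0.20 in set B and -0.34 in set C. They were led by CDC45 (-0.58 ± 0.19), MCM7 (-0.48 ± 0.21) and MCM5 (-0.44 ± 0.19), parts of the replicative helicase, and POLA2 (-0.42 ± 0.19), a subunit of the priming polymerase. The 7 A375 cell cycle hubs, which the study chose on other cells, were all lower (median -0.36, adjusted p = 6.12e-06; 0.348 as adjusted p with an estimated correlation, range 9.37e-07 to 0.959), at -0.30 in set B and -0.51 in set C. Among them the centromere protein CENPU was at -0.48 ± 0.21, the thymidylate synthase TYMS at -0.40 ± 0.21 and the mitotic kinase PBK at -0.36 ± 0.16. With the technical set as a block the adjusted p were 2.45e-14, 3.52e-07 and 1.23e-05 for these 3 lists, but 0.959 for each with both the block and an estimated correlation.

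Estrogen response genes fell by a median of 0.26 in siESR1 vs siCONTROL, with 26 of 33 lower (adjusted p = 0.0337). The adjusted p was 0.908 with an estimated correlation and 0.670 with the technical set as a block (range 1.85e-08 to 0.967 over the alternatives), and the median was -0.095 in set B and -0.080 in set C. Members with the largest values were AGR2, a secretory pathway disulphide isomerase (-1.21 ± 0.82), the GTPase RAB31 (-0.85 ± 0.45), the trefoil peptide TFF3 (-0.69 ± 0.74) and the growth factor receptor IGF1R (-0.67 ± 0.86). Luminal epithelial identity genes had a median of -0.019 and 11 of 17 lower (adjusted p = 0.263, 0.929 with an estimated correlation, range 0.00865 to 0.967), at 0.024 in set B and 0.036 in set C. The luminal factor SPDEF was at -0.35 ± 0.22. Interferon response genes fell by a median of 0.38 with 33 of 33 lower (adjusted p = 0.00112), but the adjusted p was 0.893 with an estimated correlation and 0.971 with the technical set as a block, and the median was -0.0066 in set B and 0.31 in set C. Examples were CMPK2 (-0.94 ± 1.03), SAMD9 (-0.91 ± 1.35), OAS2 (-0.90 ± 1.04) and IFI27 (-0.90 ± 0.99). The estrogen call ended without array 2 of siESR1 (adjusted p = 0.749) and without array 1 (0.734) or array 2 (0.0613) of siCONTROL, and the interferon call ended without array 2 of siESR1 (0.589) and turned up, uncalled, without array 1 of siCONTROL (0.479).

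Over all probe sets, limma called 0 in siESR1 vs siCONTROL, with 1002 at unadjusted p under 0.05, and also 0 with the technical set as a block. The smallest p belonged to LINC02806 (0.84 ± 0.19), TBX20 (0.54 ± 0.13), ASAP1-IT2 (0.48 ± 0.12), MAP3K3, a MAP kinase kinase kinase (-0.47 ± 0.12), and the stress granule protein G3BP2 (0.57 ± 0.15), none of which passed. No member of any list passed adjusted over the list alone. Against the single-target arrays with the block, 6 probe sets were called: ESR1, MAP3K3 (-0.50), the mitochondrial serine enzyme SHMT2 (-0.61), CYB561A3 (-0.41) and REEP5 (-0.44), and a probe set without a symbol (0.61). The groups did not overlap for 15.2% of genes, against 20% by chance.

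NFKB1, the p50 subunit precursor of NF-kB, was at -0.72 ± 0.22 in siNFKB1 vs siCONTROL (3 arrays each), lower in each technical set (-0.48 in A, -0.88 in B, -0.79 in C). Limma called 0 probe sets, with 585 at unadjusted p under 0.05 and 0 with the technical set as a block. Against the single-target arrays with the block, NFKB1 fell by 0.84 (adjusted p = 3.76e-11), among 10 probe sets called, 9 of them lower. NF-kB targets did not shift (20 members, 13 higher, adjusted p = 0.989, 0.996 with an estimated correlation; range 0.642 to 0.996). Their median was 0.011 while their mean was -0.00019, and set medians were 0.075 in A, 0.034 in B and 0.010 in C. The inhibitor NFKBIE was at -0.36 ± 0.16, the subunit NFKB2 at -0.26 ± 0.21, the chemokine CCL20 at 0.22 ± 0.15 and the superoxide dismutase SOD2 at -0.22 ± 0.44. Unfolded protein and amino acid stress genes rose by a median of 0.10 (19 of 24 higher, adjusted p = 0.0171; 0.996 as adjusted p with an estimated correlation, range 0.000155 to 0.996), at 0.10 in A, 0.13 in B and 0.055 in C, and the call ended without array 2 (adjusted p = 0.190) or array 3 (0.129) of siNFKB1 or array 1 of siCONTROL (0.282). The members with the largest values were the cystine transporter SLC7A11 (0.83 ± 0.68), the asparagine synthetase ASNS (0.66 ± 0.72), the glutathione-degrading CHAC1 (0.58 ± 0.48) and the serine synthesis enzyme PSAT1 (0.54 ± 0.49). SSUH2 (0.51 ± 0.14), LOC400748 (0.53 ± 0.15), ARHGEF4 (-0.36 ± 0.10) and LINC02825 (-0.39 ± 0.11) had the smallest p with NFKB1 and did not pass. No list member passed adjusted over the list alone. The groups did not overlap for 4.49% of genes, against 10% by chance if the arrays were exchangeable, which the shared technical sets make doubtful.

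The arrays labelled siPOLR2A shared a profile although POLR2A, the largest subunit of RNA polymerase II, was at 0.27 ± 0.37 against siCONTROL (-0.53 in technical set A and 0.48 in C). The smallest p in siPOLR2A vs siCONTROL (2 and 3 arrays) belonged to TFAP2A-AS1 (0.81 ± 0.15), COSMOC (0.71 ± 0.16), WDR35-DT (0.55 ± 0.13), the immune receptor CD244 (0.64 ± 0.15) and APOLD1 (1.19 ± 0.28, 2.28-fold). None passed, and limma called 0 probe sets, with 1424 at unadjusted p under 0.05 and 0 with the technical set as a block. Against the single-target arrays with the block, 120 probe sets changed, 81 higher and 39 lower. They included those of LINC01503 (1.04), TEX14, an intercellular bridge protein (1.58), APOLD1 (1.08) and the creatine transporter SLC6A8 (0.88). RNA polymerase II subunits did not shift (median -0.045, 7 of 12 lower, adjusted p = 0.662; 0.906 with an estimated correlation, range 0.306 to 0.998). POLR2L was at 0.32 ± 0.14, POLR2E at -0.48 ± 0.27 and POLR2F at -0.19 ± 0.21. Interferon response genes had a median of -0.12 (20 of 33 lower, adjusted p = 0.0986), which became -0.41 with the technical set as a block (32 of 33 lower, adjusted p = 2.78e-10; 0.951 as adjusted p with both the block and an estimated correlation). The block also led to calls for 6 other lists, all lower: estrogen response (median -0.14, 29 of 33 lower, adjusted p = 0.00156), G1/S and DNA replication (-0.11, 30 of 40, 0.00119), G2/M and mitosis (-0.083, 26 of 39, 0.00389), the A375 hubs (-0.12, 7 of 7, 0.0272), AP-1 and immediate early genes (-0.092, 15 of 21, 0.00119) and basal and mesenchymal markers (-0.069, 11 of 20, 0.0377). With both the block and an estimated correlation 0 lists were called. Within sets the median of interferon response genes was -0.66 in A (33 of 33 lower) and -0.30 in C (28 of 33 lower). No list member passed adjusted over the list alone, and the groups did not overlap for 18.7% of genes, against 20% by chance.

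The arrays labelled siPAX3 did not resemble each other. PAX3, a developmental transcription factor, was near background in both groups (5.02 and 4.94) and at 0.085 ± 0.17. In siPAX3 vs siCONTROL (2 and 3 arrays), hypoxia response genes fell by a median of 0.20, with 25 of 27 lower (adjusted p = 0.00681; 0.650 as adjusted p with an estimated correlation, range 0.00118 to 0.670), at -0.15 in technical set B and -0.31 in set C, and the call ended without array 1 of siPAX3 (adjusted p = 0.449). In set C, with 1 array of each group, hypoxia genes were not alone: small RNA machinery was at -0.44 (10 of 10 lower), the A375 hubs at -0.41 (6 of 7 lower), cholesterol synthesis at -0.32 (15 of 16 lower), unfolded protein and amino acid stress at -0.30 (23 of 24 lower), DNA repair at -0.29 (19 of 24 lower), G1/S and DNA replication at -0.26 (38 of 40 lower), G2/M and mitosis at -0.26 (32 of 39 lower), RNA polymerase II subunits at -0.26 (12 of 12 lower), apoptosis machinery at -0.18 (17 of 19 lower), fibroblast markers at 0.36 (9 of 10 higher) and leukocyte markers at 0.15 (9 of 10 higher), none of them called over the 2 and 3 arrays without a block. With the technical set as a block 6 lists were called: hypoxia response (adjusted p = 0.0389), RNA polymerase II subunits (0.0389), and unfolded protein and amino acid stress, cholesterol synthesis, oxidative phosphorylation and fibroblast markers (0.0469 each), the last of them higher. There were 5 with the replicate number as a block, and 0 with an estimated correlation, with or without the technical set as a block. BNIP3L, which marks mitochondria for removal, was at -0.77 ± 0.40, the glycolytic enzyme ENO2 at -0.75 ± 0.30, the sterol sensor INSIG2 at -0.68 ± 0.36 and the pyruvate dehydrogenase kinase PDK1 at -0.61 ± 0.42. The smallest p belonged to KHDC1L (0.87 ± 0.15), ERVFRD-1 (0.66 ± 0.12), PRKAG3 (0.62 ± 0.12), FN3K (0.68 ± 0.13) and ST20-AS1 (-1.20 ± 0.24), none of which passed. Limma called 0 probe sets, with 4301 at unadjusted p under 0.05 and 0 with the technical set as a block, but 5304 without array 2 of siPAX3 and 8188 against the single-target arrays with the block. No list member passed adjusted over the list alone, and the groups did not overlap for 16.5% of genes, against 20% by chance. On array 1 of siPAX3, 3009 probe sets lay at least 2-fold from the median of all other arrays. The next highest array, untreated 1, had 562, and the median array had 97 (261.5 in technical set A, 200 in B and 23 in C). Among bright probe sets the same arrays had 95 and 93.

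How far the replicates of a group agreed was measured as the correlation, across genes, of each array's deviations from its technical set. Genes are not independent replicates, so no test was made. The siTEL2 arrays correlated at 0.47, above all 1244 pairs of arrays from different groups in the same sets, and the siPOLR2A arrays at 0.43, above all but 1. The siESR1 arrays correlated at 0.20, with 15 of 672 pairs as high. Values were 0.14, 0.041 and 0.085 for siNFKB1, 0.086, 0.047 and -0.022 for siCONTROL, and 0.016 for untreated. The siPAX3 arrays correlated at -0.17, with 649 of 672 pairs of other groups as high.

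siCONTROL vs untreated (3 and 2 arrays) measured what transfection of a non-targeting siRNA changes. ABCG1, a cholesterol exporter, was at 1.84 ± 0.25, 3.57-fold, and similar in technical sets A (1.84) and B (2.05), but its adjusted p of 0.263 did not pass. SDK2, a cell adhesion molecule (-1.13 ± 0.23), the matrix Gla protein MGP (-0.90 ± 0.20), the sialyltransferase ST8SIA4 (0.98 ± 0.22) and CSRP1 (0.57 ± 0.13) came next. Limma called 0 probe sets, with 1205 at unadjusted p under 0.05, 0 with the technical set as a block, and 68 without untreated array 2. With the 73 single-target arrays in place of siCONTROL and the technical set as a block, 411 probe sets changed, 200 higher and 211 lower. ABCG1 rose by 2.02 (adjusted p = 1.16e-17), the protease inhibitor CSTA by 0.96, and the estrogen-regulated PDZK1 (-2.38), GREB1 (-1.18), IGFBP4 (-1.16), ELOVL2 (-1.12) and NPY1R (-1.02) were lower, as were SDK2 (-1.13), MGP (-0.82) and the cytokine IL20 (-1.77). The 2 untreated arrays differed widely in several of these genes, with SDs of 4.19 for PDZK1, 2.23 for CSTA, 2.18 for IL20, 1.71 for ELOVL2, 1.63 for IGFBP4, 1.40 for GREB1 and 0.94 for NPY1R. In siCONTROL vs untreated PDZK1 was at -4.60 in technical set A and 0.16 in B (-5.32 to 0.61 with single arrays left out), and GREB1 at -2.01 and -0.29. ABCG1 was the sole gene at least 2-fold from, and outside the range of, the transfected arrays on both untreated arrays.

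Estrogen response genes fell by a median of 0.57 in siCONTROL vs untreated, with 32 of 33 lower (adjusted p = 5.43e-18; 0.337 as adjusted p with an estimated correlation, range 1.91e-45 to 0.900). The median was -0.77 in technical set A and -0.16 in set B, and without untreated array 1 it was 0.076 (adjusted p = 0.688). The scaffold protein PDZK1 was at -2.36 ± 1.13, the early growth response factor EGR3 at -1.49 ± 0.63, the receptor coactivator GREB1 at -1.18 ± 0.42 and the progesterone receptor PGR at -1.04 ± 0.67. Adjusted over the list alone 1 member passed, the stanniocalcin STC2 (-0.94 ± 0.23), against 0 over all genes tested. Interferon response genes rose by a median of 0.63, with 32 of 33 higher (adjusted p = 7.97e-08; 0.770 as adjusted p with an estimated correlation, range 6.67e-28 to 0.900). The median was 1.56 in set A (33 of 33 higher) and 0.027 in set B (17 of 33 higher), and the call ended without array 1 of siCONTROL (adjusted p = 0.520). CMPK2 was at 1.69 ± 1.03, IFIT3 at 1.40 ± 1.00, OAS1 at 1.27 ± 0.55 and IFIT1 at 1.24 ± 0.84. In set A all 23 transfected arrays lay above untreated array 1 in the interferon list, whose median there was -1.86, and below it in the estrogen list (0.83). In set B 6 of 12 transfected arrays lay above untreated array 2 in the interferon list (0.030) and 12 of 12 below it in the estrogen list (0.14).

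Of the other lists called in siCONTROL vs untreated, NF-kB targets lay higher in both technical sets that hold the 2 groups, whereas the medians of hypoxia and G1/S genes had opposite signs in them. NF-kB targets rose by a median of 0.17 (14 of 20 higher, adjusted p = 0.0113; 0.285 as adjusted p with an estimated correlation, range 0.00255 to 0.576), at 0.24 in technical set A and 0.10 in B, where 23 of 23 and 12 of 12 transfected arrays lay above the untreated array, with IRF1 at 0.46 ± 0.19, NFKB2 at 0.44 ± 0.23, RELB, an NF-kB subunit, at 0.43 ± 0.17 and CCL5 at 0.42 ± 0.17. Hypoxia response genes fell by a median of 0.18 (19 of 27 lower, adjusted p = 0.00169; 0.770 as adjusted p with an estimated correlation, range 5.66e-06 to 0.900), at -0.26 in A and 0.050 in B. PDK1 was at -0.61 ± 0.42, the glycolysis activator PFKFB3 at -0.57 ± 0.30, the angiogenic factor VEGFA at -0.39 ± 0.14 and the prolyl hydroxylase EGLN3 at 0.37 ± 0.15. G1/S and DNA replication genes rose by a median of 0.13 (30 of 40 higher, adjusted p = 0.0297; 0.770 as adjusted p with an estimated correlation, range 3.20e-19 to 0.977), but were at -0.24 in A (39 of 40 lower) and 0.34 in B (38 of 40 higher), and the adjusted p was 0.397 with the technical set as a block. MCM4 was at 0.32 ± 0.28, MCM5 at 0.31 ± 0.19, POLA2 at 0.30 ± 0.19 and the ribonucleotide reductase subunit RRM2 at 0.29 ± 0.20. The NF-kB call ended without array 2 of siCONTROL (adjusted p = 0.0670) or array 1 of untreated (0.343). Hypoxia and G1/S calls ended without array 2 of siCONTROL (adjusted p = 0.0640 and 0.977), and hypoxia genes turned up, uncalled, without untreated array 1 (0.886), while G1/S genes fell without untreated array 2 (0.000306). Small RNA machinery genes did not shift (median -0.061, 7 of 10 lower, adjusted p = 0.346; 0.770 with an estimated correlation, range 0.0860 to 0.983), at -0.055 in both sets. AGO4 was at -0.49 ± 0.45, TNRC6B at -0.19 ± 0.27, AGO3 at -0.091 ± 0.18 and DROSHA at -0.071 ± 0.13. In the apoptosis list BCL2L11, a pro-apoptotic BCL2 family member (-0.78 ± 0.19), passed adjusted over the list alone, against 0 over all genes tested. The groups did not overlap for 13.6% of genes, against 20% by chance.

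For targets with 1 array, 53 pairs of target and list were read as positions among random lists, without a test. There were 17 below the 1st percentile, 5 above the 99th and 31 between. Against other arrays of the same technical set the numbers were 15 and 7. Random lists lack the co-expression of lists such as the mitotic and interferon genes. An array can therefore leave their range without an effect of its target, and how often other arrays do so was not counted. The siCDK4 array, with CDK4, the kinase that starts G1 progression, at -0.86, had G2/M and mitosis genes at a median of -0.54 (39 of 39 lower), with HMMR at -0.78, PTTG1 and CENPE at -0.77 and ASPM at -0.71. Its G1/S and DNA replication genes were at -0.37 (39 of 40 lower), with RRM2 at -0.69, GINS2 at -0.64, RFC4 at -0.60 and CDT1 at -0.59. The siCDK2 array (CDK2 at -0.85) had the same lists at -0.34 (39 of 39 lower) and -0.14 (37 of 40 lower), led by CENPE (-0.69), NDC80 (-0.54), ASPM (-0.50), HMMR and CDC45 (-0.49), PRIM1 (-0.39), RRM2 (-0.33) and MCM7 (-0.28). On the siMYBL2 array, which targets a mitotic gene activator (MYBL2 at -0.72), mitotic genes were at -0.14 (34 of 39 lower), led by ASPM (-0.52), KIF20A (-0.45), CDC25C (-0.41) and CENPF (-0.32). Their median was lower still on arrays of other labels, such as siCEBPD (-0.30), siABL1 (-0.27) and untreated array 2 (-0.23), so this position is not particular to siMYBL2. The siCCNA2 array (cyclin A2 at -0.84) had G1/S genes at 0.27 (39 of 40 higher), with PRIM2 at 0.82, RRM2 at 0.66, CDC6 at 0.62 and GINS1 at 0.52. Its mitotic genes were at -0.0053, below the 1st percentile of random lists, with KIF23 at 0.44, NUF2 at 0.41 and CENPE at -0.42, but at 0.035 within the technical set. The siE2F5 array had G1/S genes at -0.15, with MCM4 at -0.52, ORC1 at -0.44, CDC6 at -0.39 and CDT1 at -0.38 (list median -0.14 to -0.031 over 4 alternatives), and the siE2F1 array at -0.13, with E2F1 at -0.57, ORC1 at -0.45, MCM4 at -0.43 and RRM2 at -0.33. Against the other arrays of its technical set, the G1/S median of the siE2F1 array was 0.011. The siRBL2 array, which targets a pocket protein that represses E2F targets (RBL2 at -0.87, a dim probe set), had G1/S genes at 0.092 (32 of 40 higher), with ORC1 at 0.43, CLSPN at 0.31, CDC45 at 0.27 and CHAF1B at 0.22. This value was 0.016 within the technical set and 0.0037 with the spike-in component regressed out, and passed the 99th percentile in 1 of 4 alternatives.

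The siCHEK1 array, with the checkpoint kinase CHEK1 at -0.38, had p53 targets at a median of 0.49, with 22 of 25 higher and above all random lists. They were led by the death receptor FAS (2.39), GADD45A, a DNA damage-induced growth arrest gene (1.13), TP53I3 (0.82) and the cyclin-dependent kinase inhibitor CDKN1A (0.76). Its G1/S genes were at -0.091, with CDC45 at -0.46, MCM7 at -0.43, MCM5 at -0.34 and CHAF1A at -0.31. The siTP53 array had p53 targets at -0.17 (18 of 25 lower), with the apoptosis effector BAX at -0.51 within its technical set, the cytokine GDF15 at -0.82, TIGAR at -0.59 and PLK2 at 0.43, which was -0.040 within the technical set. Its mitotic genes were at 0.075 (0.023 within the technical set), with KIF23 at 0.57, NUF2 at 0.54, BIRC5 and ECT2 at 0.48, and stayed above the 99th percentile in 1 of 4 alternatives. Over the alternatives the p53 target median ran from -0.25 to -0.069, below the 1st percentile in 3 of 4. The siMYC array (MYC at -0.19) had MYC and nucleolar genes at -0.17 with 18 of 18 lower, led by PUS7 (-0.31), POLR1B and WDR12 (-0.29) and MRTO4 (-0.27). This value ran from -0.25 to -0.062 over 4 alternatives and stayed below the 1st percentile in 3. The siJUND array had AP-1 and immediate early genes at -0.17, with JUND itself at -0.48, FOS at -0.44, DUSP6 at -0.32 and DUSP5 at -0.29, and the siMAPK1 array at -0.080, with EGR1 at -0.39, FOSB at -0.27, JUNB at -0.26 and DUSP6 at -0.23. The siMAPK1 value ran from -0.075 to -0.032 over 4 alternatives and stayed below the 1st percentile in 1 of them. The siHIF1A array had hypoxia response genes at -0.10, with ANKRD37 at -0.57, the hexokinase HK2 at -0.56, PDK1 at -0.49 and BNIP3 at -0.45. This value ran from -0.11 to -0.034 over 4 alternatives and stayed below the 1st percentile in 2. The siCREBBP array (CREBBP at -0.32) had estrogen response genes at -0.23, with RAB31 (-0.88), CTSD (-0.84), STC2 (-0.65) and TFF1 (-0.62). Lower were siCONTROL array 3 (-0.29) and, within set C, siPOLR2A (-0.19 against -0.16), among others. The siSTAT1 array had interferon response genes at -0.10, with IFI44 at -0.47, DDX60 at -0.42, HERC6 at -0.40 and IFI6 at -0.38, and at -0.0019 within the technical set. The siESRRA array had estrogen response genes at -0.16 (STC2 -0.94, PGR -0.83, ELOVL2 -0.78, CXCL12 -0.77) and oxidative phosphorylation genes at 0.13 (NDUFV1 0.70, COX5B 0.51, CYC1 -0.29, NDUFV2 0.27), but at 0.010 and -0.0041 within the technical set. Of 4 alternatives, the position stayed in 3 for both siESRRA lists, in 2 for mitotic genes on the siCCNA2 array, and in 1 for the siE2F1 and siSTAT1 arrays. The siSTAT1 median was 0.097, above all random lists, with the spike-in component regressed out. TP53, MAPK1 and STAT1 are among the 8 targets without a named probe set, so their knockdown was not measured.

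**Figure D3:**
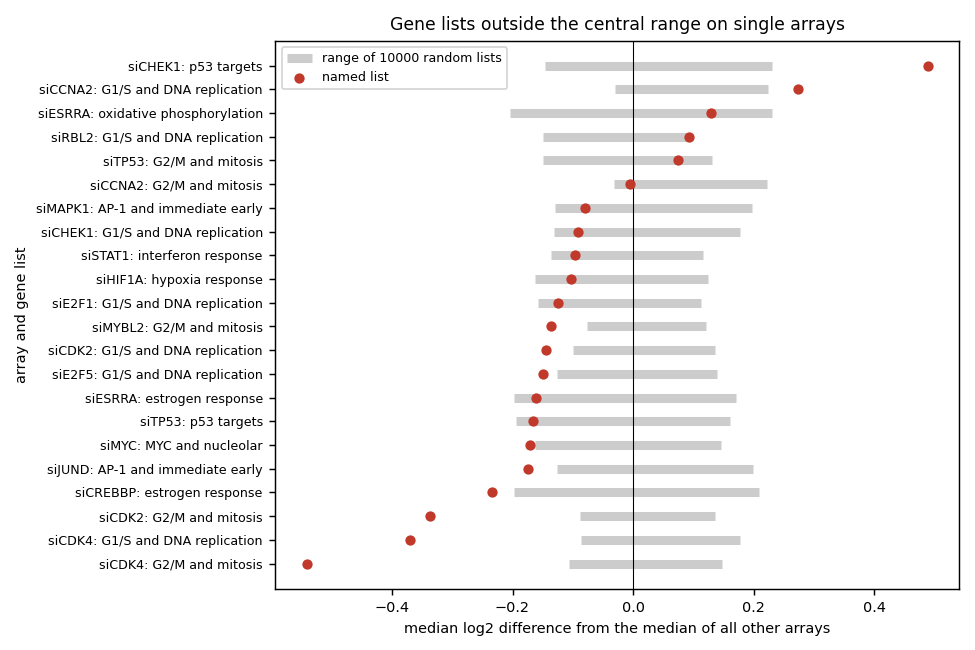
Points give the median log2 difference of a gene list on the array of 1 target from the median of all other arrays, and grey bars the range of 10000 random lists, for the 22 pairs below the 1st or above the 99th percentile. Mitotic genes on the siCDK4 array are lowest at -0.54, and p53 targets on the siCHEK1 array highest at 0.49.

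Across the 89 arrays, 8 of the 24 lists held more correlated gene pairs than matched random lists. Interferon response genes were the most tightly co-expressed, with 89.6% of pairs at an absolute correlation of at least 0.5 against a random median of 9.09% (adjusted p = 0.0006, from the smallest p of 0.0001 that the random lists can give), and IFIT1 with PARP9 at 0.99, IFIT3 with CMPK2 at 0.99 and IFIT1 with SP110 at 0.98. The share was 57.1% for the A375 hubs (adjusted p = 0.0124; TYMS with CENPU 0.83, CENPU with MELK 0.78, DTL with CENPU 0.73), 52.1% for G1/S and DNA replication (adjusted p = 0.0006; MCM5 with GINS2 0.84, MCM6 with MCM10 0.84, MCM7 with CDC45 0.84) and 35.2% for G2/M and mitosis (adjusted p = 0.0006; CENPE with ASPM 0.84, CDC25C with PTTG1 0.82, KIF20A with CDKN3 0.81). MYC and nucleolar genes had 51.6% (adjusted p = 0.0006; CAD with SRM 0.85, NOP16 with NOP2 0.85, NME1 with MRTO4 0.83), estrogen response genes 23.5% (adjusted p = 0.00288; XBP1 with NRIP1 0.83, EGR3 with RERG 0.83, TFF1 with TFF3 0.82), Wnt targets 22.2% (adjusted p = 0.0366; SP5 with NOTUM 0.70, SP5 with ASCL2 0.67, LEF1 with NOTUM 0.67) and p53 targets 21.0% (adjusted p = 0.0366; MDM2 with PLK2 0.77, RRM2B with TP53INP1 0.75, MDM2 with FAS 0.75).

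When each gene was centred within the technical sets, the share was 89% for interferon response, 81.0% for the A375 hubs, 46.4% for G1/S and DNA replication and 44.0% for G2/M and mitosis, each with adjusted p = 0.0006. It was 11.8% for MYC and nucleolar genes (adjusted p = 0.0504), 3.79% for estrogen response, 2.22% for Wnt targets and 1.33% for p53 targets, none of which passed. The stress list had 18.8% before centring, which did not pass, and 11.6% after, which did (adjusted p = 0.0389), with ASNS and PHGDH, enzymes of asparagine and serine synthesis, at 0.94. Within sets A, B and C, the interferon share was 93.9%, 40% and 84.8%, the G1/S share 54.7%, 56.3% and 42.3%, and the G2/M share 26%, 65.2% and 45.9%. The lists that did not exceed random lists were ribosomal proteins (27.1%), oxidative phosphorylation (26.8%), luminal epithelial identity (22.8%), RNA polymerase II subunits (19.7%), heat shock (19.4%), small RNA machinery (15.6%), DNA repair (12%), apoptosis machinery (11.1%), hypoxia response (10.5%), cholesterol synthesis (9.17%), fibroblast markers (4.44%), AP-1 and immediate early (4.29%), leukocyte markers (2.22%), and basal and mesenchymal markers and NF-kB targets (2.11% each).

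**Figure D4:**
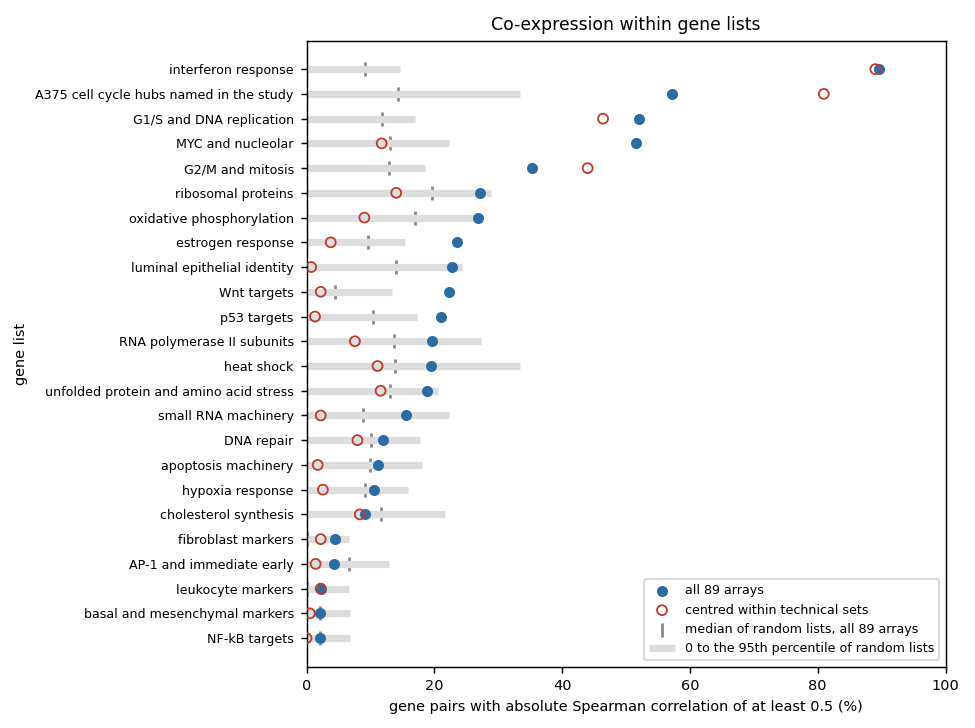
Filled points give the share of gene pairs of each of the 24 lists with an absolute Spearman correlation of at least 0.5 over all 89 arrays, and open points the share after centring within technical sets. Interferon response is at 89.6% and 89%, and MYC and nucleolar genes at 51.6% and 11.8%.

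Over all probe sets, 175486 of 1491262578 pairs (0.0118%) had an absolute correlation of at least 0.8, with 153220 positive and 22266 negative. Pairs of probe sets for 1 gene made up 1367 of them. With each probe set centred within the technical sets 15607 pairs were left, and 10 of these were negative.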

Values the study reported

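The study that these arrays accompany describes 70 siRNAs in MCF-7 cells. Counting pairs of probe sets with an absolute rank correlation of at least 0.8, it gives 184,911 for MCF-7 and 54,681 for the A375 melanoma line.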

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

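Chosen after the results were seen were the tests with the technical set as a block, alone, with an estimated correlation or with another reference, those with the single-target arrays in place of siCONTROL, those centred within technical sets or read against arrays of the same set, and the co-expression values without siPAX3 array 1. Of 1871 alternative values for 107 pairs of named gene and comparison, 1717 kept their direction and their side of the threshold, 78 passed it in addition, 16 no longer passed (all of them OASL, CCL5 or SAMHD1 in siTEL2 vs siCONTROL) and 60 changed sign, in 33 pairs. Of 294 alternative tests of 20 pairs of gene list and comparison, 187 came out the same, 82 no longer passed, 2 passed in addition and 23 changed the direction of the test, in 10 pairs. Of 115 alternative counts of changed probe sets, 83 stayed within 1.5 times the count reported. Single-array positions stayed in 65 of 88 alternatives and co-expression in 68 of 85. The cause was not tested for any value below, except that fewer arrays or fewer probe sets are tested where a setting leaves them out.

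In siCONTROL vs untreated, the number of changed probe sets was 1 with the single-target arrays as reference, 2 with the single-target arrays as reference and the technical set as a block, 151 with the single-target arrays in place of siCONTROL and 411 with the single-target arrays in place of siCONTROL and the technical set as a block, and 0 to 68 with single arrays left out. In siESR1 vs siCONTROL, the number of changed probe sets was 1 with the untreated arrays as reference, 3 with the single-target arrays as reference and 6 with the single-target arrays as reference and the technical set as a block. In siNFKB1 vs siCONTROL, the number of changed probe sets was 6 with the single-target arrays as reference and 10 with the single-target arrays as reference and the technical set as a block. In siPAX3 vs siCONTROL, the number of changed probe sets was 7424 with the single-target arrays as reference and 8188 with the single-target arrays as reference and the technical set as a block, and 0 to 5304 with single arrays left out. In siPOLR2A vs siCONTROL, the number of changed probe sets was 1 with the untreated arrays as reference, 46 with the single-target arrays as reference and 120 with the single-target arrays as reference and the technical set as a block. In siTEL2 vs siCONTROL, the number of changed probe sets was 1 with dim probe sets left out, 3 with each array centred on its median, 14 with a trended and robust variance, 17 with array weights, 36 with the spike-in component as covariate, 33 with the replicate number as a block, 22 with siCONTROL and untreated arrays together as reference and with the untreated arrays as reference, 43 with the single-target arrays as reference, 0 with only the arrays of the 2 groups, 56 with the technical set as a block and 259 with the single-target arrays as reference and the technical set as a block, and 0 to 13 with single arrays left out. Single arrays that moved these counts were untreated array 2 (68 in siCONTROL vs untreated without it), siPAX3 array 2 (5304 in siPAX3 vs siCONTROL without it), siCONTROL array 1 (13 in siTEL2 vs siCONTROL without it), siCONTROL array 2 (0 in siTEL2 vs siCONTROL without it), siCONTROL array 3 (0 in siTEL2 vs siCONTROL without it) and siTEL2 array 1 (0 in siTEL2 vs siCONTROL without it). Where a group is left with 1 array, that array is assumed to vary like the other groups. With the single-target arrays as reference, siCONTROL vs untreated is in effect siCONTROL against those arrays, a different comparison.

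In siCONTROL vs untreated, the number of lists called was 0 with an estimated correlation and with fry and with the technical set as a block and an estimated correlation, 3 with the replicate number as a block and 8 with the single-target arrays in place of siCONTROL and the technical set as a block, and 3 to 9 with single arrays left out. In siESR1 vs siCONTROL, the number of lists called was 0 with an estimated correlation and with fry and with the technical set as a block and an estimated correlation, 3 with the spike-in component as covariate and with the technical set as a block, 9 with the replicate number as a block and 8 with the single-target arrays as reference, and 3 to 9 with single arrays left out. In siNFKB1 vs siCONTROL, the number of lists called was 0 with an estimated correlation and with fry and with the technical set as a block and an estimated correlation, 3 with the single-target arrays as reference and 4 with the single-target arrays as reference and the technical set as a block, and 0 to 4 with single arrays left out. In siPAX3 vs siCONTROL, the number of lists called was 0 with an estimated correlation and with fry and with the technical set as a block and an estimated correlation, 3 with the mean of all probe sets of a gene, 5 with the replicate number as a block, 6 with the technical set as a block and 2 with the single-target arrays as reference and the technical set as a block, and 1 to 5 with single arrays left out. In siPOLR2A vs siCONTROL, the number of lists called was 3 with the mean of all probe sets of a gene and with the single-target arrays as reference, 1 with the spike-in component as covariate, 4 with the replicate number as a block and with the single-target arrays as reference and the technical set as a block and 7 with the technical set as a block, and 1 to 6 with single arrays left out. In siTEL2 vs siCONTROL, the number of lists called was 0 with an estimated correlation and with fry and with the technical set as a block and an estimated correlation and 7 with the spike-in component as covariate and with the single-target arrays as reference and the technical set as a block, and 4 to 10 with single arrays left out.

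For estrogen response in siCONTROL vs untreated, the adjusted p ran from 1.84e-38 to 0.688 with single arrays left out, the test turned without untreated array 1 (0.688) and the range over all alternatives was 1.91e-45 to 0.900. For G1/S and DNA replication in siCONTROL vs untreated, the direction of the test turned (adjusted p = 0.235 with the single-target arrays in place of siCONTROL and the technical set as a block), the adjusted p ran from 3.20e-19 to 0.977 with single arrays left out, the test turned without untreated array 2 (0.000306) and the range over all alternatives was 3.20e-19 to 0.977. The median of this list, 0.13 in the report, changed sign where the test did not turn with the single-target arrays as reference (-0.0033). For interferon response in siCONTROL vs untreated, the call ended (adjusted p = 0.770 with an estimated correlation, 0.900 with fry and 0.343 with the technical set as a block and an estimated correlation), the direction of the test turned (adjusted p = 0.0431 with the single-target arrays as reference and 0.00206 with the single-target arrays as reference and the technical set as a block), the adjusted p ran from 4.53e-14 to 0.520 with single arrays left out, the test failed without siCONTROL array 1 (0.520) and the range over all alternatives was 6.67e-28 to 0.900. For NF-kB targets in siCONTROL vs untreated, the direction of the test turned (adjusted p = 0.529 with the single-target arrays as reference and 0.535 with the single-target arrays as reference and the technical set as a block) and the range over all alternatives was 0.00255 to 0.576. For hypoxia response in siCONTROL vs untreated, the adjusted p ran from 5.66e-06 to 0.886 with single arrays left out, the test turned without untreated array 1 (0.886) and the range over all alternatives was 5.66e-06 to 0.900. For small RNA machinery in siCONTROL vs untreated, the direction of the test turned (adjusted p = 0.983 with the single-target arrays in place of siCONTROL) and the range over all alternatives was 0.0860 to 0.983. The median of this list, -0.061 in the report, changed sign where the test did not turn with the replicate number as a block (0.0012) and without siCONTROL array 3 (0.0090). For estrogen response in siESR1 vs siCONTROL, the call ended (adjusted p = 0.908 with an estimated correlation, 0.967 with fry, 0.521 with the spike-in component as covariate, 0.670 with the technical set as a block and 0.959 with the technical set as a block and an estimated correlation), the adjusted p ran from 0.000220 to 0.749 with single arrays left out, the test failed without siESR1 array 2 (0.749), failed without siCONTROL array 1 (0.734) and failed without siCONTROL array 2 (0.0613) and the range over all alternatives was 1.85e-08 to 0.967. For luminal epithelial identity in siESR1 vs siCONTROL, the direction of the test turned (adjusted p = 0.961 with the spike-in component as covariate), the list passed (adjusted p = 0.00865 with the replicate number as a block), the adjusted p ran from 0.0309 to 0.781 with single arrays left out, the test turned without siCONTROL array 1 (0.781) and passed without siCONTROL array 3 (0.0309) and the range over all alternatives was 0.00865 to 0.967. The median of this list, -0.019 in the report, changed sign where the test did not turn with the technical set as a block (0.0050), with the technical set as a block and an estimated correlation (0.0050) and with the single-target arrays as reference and the technical set as a block (0.010). For interferon response in siESR1 vs siCONTROL, the adjusted p ran from 1.19e-08 to 0.589 with single arrays left out, the test turned without siCONTROL array 1 (0.479) and the range over all alternatives was 1.44e-18 to 0.993. For NF-kB targets in siNFKB1 vs siCONTROL, the direction of the test turned (adjusted p = 0.956 with the mean of all probe sets of a gene, 0.646 with the single-target arrays as reference, 0.979 with the technical set as a block, 0.990 with the technical set as a block and an estimated correlation and 0.663 with the single-target arrays as reference and the technical set as a block), the adjusted p ran from 0.642 to 0.943 with single arrays left out, the test turned without siNFKB1 array 2 (0.943), turned without siNFKB1 array 3 (0.939) and turned without siCONTROL array 1 (0.721) and the range over all alternatives was 0.642 to 0.996. The median of this list, 0.011 in the report, kept its sign where the test turned without siNFKB1 array 2 (0.0040), without siNFKB1 array 3 (0.024), with the technical set as a block (0.011) and with the technical set as a block and an estimated correlation (0.011). For RNA polymerase II subunits in siPOLR2A vs siCONTROL, the direction of the test turned (adjusted p = 0.887 with the single-target arrays as reference and 0.429 with the single-target arrays as reference and the technical set as a block), the adjusted p ran from 0.306 to 0.954 with single arrays left out, the test turned without siPOLR2A array 1 (0.954) and the range over all alternatives was 0.306 to 0.998. The median of this list, -0.045 in the report, kept its sign where the test turned without siPOLR2A array 1 (-0.0053) and with the single-target arrays as reference (-0.0084) and changed sign where the test did not turn with the replicate number as a block (0.0067), without siCONTROL array 3 (0.0036), with the technical set as a block (0.019) and with the technical set as a block and an estimated correlation (0.019). For interferon response in siTEL2 vs siCONTROL, the call ended (adjusted p = 0.0619 with an estimated correlation, 0.126 with fry and 0.0640 with the technical set as a block and an estimated correlation) and the range over all alternatives was 5.71e-78 to 0.126.

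In siCONTROL vs untreated, these genes changed sign (log2): ABCG1 -0.45, CCL5 -0.035, CMPK2 -0.74, CSRP1 -0.067, EGLN3 -0.052, IFIT1 -0.54, IFIT3 -0.65, IRF1 -0.16, OAS1 -0.29, RELB -0.10, ST8SIA4 -0.044 and TNRC6B 0.030 with the single-target arrays as reference, ABCG1 -0.31, CCL5 -0.10, CMPK2 -0.45, CSRP1 -0.030, EGLN3 -0.028, IFIT1 -0.34, IFIT3 -0.46, IRF1 -0.12, OAS1 -0.19, PDZK1 0.0051, RELB -0.11 and ST8SIA4 -0.018 with the single-target arrays as reference and the technical set as a block, AGO3 0.025 with the replicate number as a block, AGO3 0.12 and DROSHA 0.11 with the single-target arrays in place of siCONTROL and AGO3 0.030 with the single-target arrays in place of siCONTROL and the technical set as a block. Leaving out single arrays took AGO3 from -0.25 to 0.064, PDZK1 from -5.32 to 0.61, PGR from -2.70 to 0.63, POLA2 from -0.079 to 0.68, RRM2 from -0.058 to 0.63 and TNRC6B from -0.33 to 0.023 in siCONTROL vs untreated. In siESR1 vs siCONTROL, these genes changed sign (log2): CMPK2 0.75 and SPDEF 0.0097 with the untreated arrays as reference, IGF1R 0.13 and SAMD9 0.0069 with the spike-in component as covariate and SAMD9 0.090 with the technical set as a block. Leaving out single arrays took CMPK2 from -1.84 to 0.011, IFI27 from -1.45 to 0.032, OAS2 from -1.48 to 0.19 and SAMD9 from -1.57 to 0.39 in siESR1 vs siCONTROL. In siNFKB1 vs siCONTROL, these genes changed sign (log2): NFKB2 0.18 and SSUH2 -0.034 with the untreated arrays as reference. Leaving out single arrays took SOD2 from -0.65 to 0.075 in siNFKB1 vs siCONTROL. In siPAX3 vs siCONTROL, these genes changed sign (log2): PAX3 -0.012 with the single-target arrays as reference and the technical set as a block and PAX3 -0.00025 with the technical set as a block. Leaving out single arrays took PAX3 from -0.14 to 0.31 and PDK1 from -1.29 to 0.073 in siPAX3 vs siCONTROL. In siPOLR2A vs siCONTROL, these genes changed sign (log2): POLR2A -0.015 with the single-target arrays as reference and the technical set as a block. Leaving out single arrays took POLR2A from -0.025 to 0.53 in siPOLR2A vs siCONTROL. In siTEL2 vs siCONTROL, these genes changed sign (log2): DUSP5 -0.0027 with the untreated arrays as reference, EGR1 -0.085 with the single-target arrays as reference and EGR1 -0.0089 with the single-target arrays as reference and the technical set as a block. Leaving out single arrays took SPRY2 from -0.068 to 0.64 in siTEL2 vs siCONTROL.

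Targets at least 2-fold lower numbered 14 with the probe set with the strongest reduction and 5 with bright targets alone. Lists with more correlated pairs than random lists numbered 5 with the spike-in component regressed out and with centring within technical sets. The share for estrogen response no longer passed at 3.79% with centring within technical sets. The share for A375 cell cycle hubs no longer passed at 42.9% with the spike-in component regressed out. The share for p53 targets no longer passed at 20% with Pearson correlation, 10% with a threshold of 0.6, 17.7% with 1 profile per group, 18.7% with the spike-in component regressed out, 2.33% with the first component of all probe sets regressed out and 1.33% with centring within technical sets, and at 20.3% without siPAX3 array 1. The share for MYC and nucleolar no longer passed at 17.6% with the spike-in component regressed out and 11.8% with centring within technical sets. The share for Wnt targets no longer passed at 17.8% with Pearson correlation, 2.22% with the first component of all probe sets regressed out and with centring within technical sets and 8.89% with the mean of all probe sets of a gene. Correlated pairs numbered 342172 with Pearson correlation, 55034 with dim probe sets left out, 83493 with the first component of all probe sets regressed out and 15607 with centring within technical sets. Single-array list medians changed sign with the spike-in component regressed out: interferon response on siSTAT1 (0.10), G1/S on siE2F1 (0.030) and G2/M on siCCNA2 (0.045). With other arrays of the same technical set as reference, G1/S on siE2F1 (0.011) and G2/M on siCCNA2 (0.035) did so. So did oxidative phosphorylation (-0.0041) and estrogen response (0.010) on siESRRA. With dim probe sets left out, the probe sets at least 2-fold from all other arrays numbered 8 on the median array, 93 on the second highest array and 95 on the highest array, where fewer probe sets are counted.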

Other observations

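All tests of explanations in this part were chosen after the results were seen. Interferon response genes varied widely between arrays, from a list median of -1.03 to 2.11. At least 2-fold above the median of other arrays were 14 of the 24 arrays of technical set A, 4 of the 52 of set C and 0 of the 13 of set B. After the siTEL2 array of set A, the highest were siRBL2 (2.04), siCDC2 (2.03), siFOXO3A (1.66) and siCDC20 (1.65). Within set A, untreated array 1 had G1/S and DNA replication genes at 0.23 (39 of 40 higher) and mitotic genes at 0.21 (39 of 39 higher) relative to the 23 transfected arrays. Within set B, untreated array 2 had G1/S and DNA replication genes at -0.26 (38 of 40 lower) relative to the 12 transfected arrays.

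The median of interferon genes lay higher in siTEL2 than in siCONTROL, but the list passed at the preset correlation alone: the adjusted p was 0.0619 with an estimated correlation, 0.0640 with the technical set as a block as well, and 0.126 with fry. The tables argue against technical sets as the cause, since the lowest median within a set was 1.04. A response to transfected siRNA stays open. As high were 2.74% of the other transfected arrays of these sets (2 of 73: 0 of 22 in set A, 2 of 51 in set C), but siTEL2 is weighed here because it is high, so this share excludes nothing. In set A the other transfected arrays had a median of 1.05 and reached 2.03 on siCDC2, and in set C they reached 2.04 on siRBL2. The siCONTROL arrays were transfected too, so a response that differs between siRNAs cannot be told apart from an effect of this one. Loss of the transcript that the label names may still contribute, and could not be decided: the lower of the ETV7 and TELO2 changes was -0.17, and both transcripts lay below the brightness threshold. An effect of the siRNA sequence on genes other than its target stays open and was not tested.

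Interferon and estrogen response genes also differed between siCONTROL and untreated. Differences between technical sets do not enter the interferon median of 1.56 within set A, but that value rests on 1 array of each group. Transfection itself may account for the differences from untreated, but the interferon median was 0.027 in set B. The estrogen medians were -0.77 within set A and -0.16 (21 of 33 lower) within set B, again with 1 array of each group. All 23 transfected arrays of set A and 12 of set B lay below the untreated array in estrogen genes. The same held for MYC and nucleolar genes, for example. Each set holds 1 untreated array, so transfection and that array cannot be told apart.

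Correlated probe set pairs largely followed the technical sets. After centring within them 8.89% of the pairs were left, whereas centring within 3 draws of random sets of the same sizes left 175470, 165836 and 167084 of the 175486 pairs. Technical sets may therefore be the main source of these correlations. Probe sets of the same gene are not, since 99.2% of the pairs were left without them. What separates the technical sets (day, reagent lot or another factor) is not given by the labels, and no biological explanation was tested.

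In siNFKB1 vs siCONTROL, limma called 0 probe sets, and 585 had an unadjusted p under 0.05. With a real count of 0, all 10 splits of the 6 arrays give as many by necessity (highest of the others 0), so their count decides nothing, and the splits are too few for a share under 0.05. Unadjusted counts were 478 to 629 in the 4 splits, the real one included, with an array of each technical set on both sides, and 1740 to 4041 in the other 6, a structure that follows the technical sets. With the technical set as a block, 0 probe sets were called.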
